A study of Homo sapiens with 4 samples. Its data were reported in "Core transcriptional regulatory circuitry molecule ZNF217 promotes AML cell proliferation by up-regulating MYB" (2025).

How the data were processed

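ZNF217 was profiled by CUT&Tag in the AML lines MV4-11 and U937. The series labels 4 samples, a ZNF217 library and an IgG library for each line. Groups were taken from the sample titles, with 1 library per group. The ZNF217 peak lists were used, and the 2 IgG samples are not analysed here.

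According to the submitters' processing notes and the methods of the paper, reads were aligned to hg38 with Bowtie2 2.4.4, and peaks were called in each library with MACS3 3.0 from paired-end fragments at the q threshold given there. It was not stated whether the IgG library served as the control for peak calling, whether duplicate reads were removed, or whether blacklisted regions were excluded. The unit of the deposited values is other than a signal unit: each line of a list is the chromosome, start and end of a called peak, in bp, without a score, height or read count. The deposited positions were therefore used as they stand, and whether the start is counted from 0 or 1 was not stated, which leaves an uncertainty of 1 bp. Depth is unknown, since the lists hold no counts. The precision of each share follows from the number of peaks or genes behind it, and intervals cover counting error only.

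Positions were compared with the reference sequence and with GENCODE 44 annotation of GRCh38. All 169 sequence names in the MV4-11 list and all 153 in the U937 list were present in the reference, no peak ended beyond its sequence, and no peaks overlapped within a list. Peak numbers and widths were counted over all sequences. All other comparisons used chromosomes 1 to 22 and X. Calculations were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, bedtools 2.31.1 and samtools 1.23.1, and figures were drawn with Matplotlib 3.10.9. With 1 library per line no p-value was calculated. Shares of peaks have Wilson intervals, and shares of gene lists and ratios of counts have exact (Clopper-Pearson) intervals, at the 95% level.

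A peak was shared when it overlapped a peak of the other line by at least 1 bp, and the observed share was set against 100 random placements of the U937 peaks within their chromosomes. Peaks were annotated by their midpoint, in the order promoter (within 1 kb of a TSS of any transcript of a protein-coding gene), exon, intron and intergenic. A gene was counted as occupied when any peak overlapped a window of 1 kb on each side of one of its TSSs. Peaks were assigned to the gene with the nearest TSS within 100 kb. Each gene list was compared with 10000 random lists of the same number of protein-coding genes, and percentiles count ties as 0.5. A list lay above or below the random range when its share passed the central 95%, and a share on the edge was taken as inside, which was settled after the data were seen. The 26 lists were AML circuit factors, other candidate circuit factors, knockout-responsive genes named in the study, ZNF217 partner and corepressor genes, myeloid transcription factors, the leukemic stem cell program, HOX clusters, monocyte and granulocyte effectors, inflammatory and NF-kB response, interferon response, MHC class II, T-cell, B-cell, erythroid and megakaryocyte, hepatocyte and neuron markers, ribosomal protein, mitochondrial ribosomal protein and proteasome genes, MYC-linked growth genes, DNA replication and cell cycle, respiratory chain subunits, C2H2 zinc finger, olfactory receptor, keratin and replication-dependent histone genes. The first 3 lists, and part of the fourth, came from the study.

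The ZNF217 window ran from 20 kb beyond the gene end to 300 kb upstream of the TSS, and the MYB window from 150 kb upstream to 320 kb downstream. Peak counts were compared with 1000 random windows and with windows placed around other TSSs. A set of 16 consensus motifs was searched on both strands of the central 300 bp of each peak and of 1 random window of the same width, chromosome and GC bin (5%). The ZNF217 motif was WRCAGAAB, and a motif was said to exceed its control when the 95% intervals did not overlap. Peak numbers per chromosome were compared as a ratio between the lines, divided by the ratio of the genome.

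Named genes were chosen by rule: all members of the first 4 lists with RUNX1 and MYC, up to 6 members of every other list in list order among those occupied in both lines, 1 line or neither, the 10 genes with the most peaks in each line to which the other line assigned none, genes among the 10 with the most shared peaks, and the 5 widest peaks of each line. Alternatives were other definitions of overlap (reciprocal 50%, or within 500 bp), of the promoter (500 bp, 3 kb, or 1 TSS per gene), a minimum width of 400 bp in place of a stricter score threshold, merging of peaks less than 500 bp apart, lists of equal length (the 21737 widest peaks, or a random sample), placement within promoter and other sequence, lists matched on promoter GC content, windows 5 kb downstream, and the whole peak. These lists, tests and alternatives were fixed before the data were examined. The count of named genes under the promoter, width and equal-length alternatives was added after the data were seen.

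The steps were tested on simulated data. A planted overlap of 40% was recovered as 40.4%, and a planted promoter share of 33.3% as 33.3%. All genes given a promoter peak were recovered, together with 4.10% of other genes, whose windows met the same peaks. Gene lists with 60% of 25 members occupied, against a background of 28.1%, were called in 100% of cases, and 2.75% of random lists lay outside the central range. That background was below the real shares of occupied genes, 59.0% in MV4-11 and 50.5% in U937. At these, a test added after the data were seen called 25-gene lists above the range in 1.35% and 14.3% of cases when members were occupied with a chance of 60%, and in 40.55% and 88.2% with a chance of 80%. A planted motif was recovered in 100% of windows. A chromosome ratio planted at 2 was recovered as 2.06 (1.73 to 2.47), and 0 other chromosomes lay outside their interval.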

Results

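ZNF217 is a zinc finger transcription factor, and the study placed it in a core regulatory circuit of acute myeloid leukemia (AML). CUT&Tag, in which a tethered transposase tags the DNA around an antibody target, was used to map ZNF217 in MV4-11 and U937, 2 human myeloid leukemia lines of monocytic character. MV4-11 carries a KMT2A fusion, and U937 carries a PICALM fusion. The deposited peak lists gave positions on hg38 without heights or read counts, and each line had 1 library, so no difference between the lines could be checked against replicates. The intervals given are 95% intervals of counting error alone. Positions are printed as deposited and are uncertain by 1 bp, because the counting base of the start was not stated.

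ZNF217 occupied 37635 regions in MV4-11, with a median width of 621 bp and 31.25 Mb covered in all. It occupied 22521 regions in U937, with a median width of 686 bp and 19.03 Mb covered. The ratio of peak numbers was 1.67 (1.64 to 1.70). Among the widest peaks were regions in or near genes of blood transcription factors and, in MV4-11, ribosomal DNA. The MV4-11 list was headed by peaks of 15119 and 13587 bp on an unlocalised chromosome 22 sequence that carries ribosomal RNA genes, a repeated sequence whose IgG background is not analysed here. Next came a 10045 bp peak on chromosome 19, from 13146910 to 13156955, over STX10 and the immediate early gene IER2. A 9537 bp peak on chromosome 1, from 154999802 to 155009339, had its midpoint in an intron of ZBTB7B, a regulator of T-cell lineage choice. That midpoint was 1725 bp from the nearest ZBTB7B TSS, which the peak also covered. An 8965 bp peak on chromosome 5, from 370301 to 379266, lay in an intron of AHRR, the repressor of the aryl hydrocarbon receptor. In U937 the widest peak spanned 8776 bp of chromosome 7, from 27150212 to 27158988, over sequence of HOXA7, HOXA6 and HOXA3. A second U937 peak in the HOXA cluster, 6274 bp from 27171345 to 27177619, covered sequence of HOXA9 and HOXA10. An 8158 bp U937 peak on chromosome 11, from 47387684 to 47395842, was intergenic, and its midpoint was 13216 bp from the nearest TSS, that of SPI1, which encodes PU.1. A 7075 bp peak on chromosome 1, from 92480125 to 92487200, lay at the promoter of GFI1, a repressor active in granulocyte development. The fifth, 6096 bp from 155005234 to 155011330 on chromosome 1, lay again in ZBTB7B. Each of these 10 peaks overlapped a peak of the other line. The read depth behind these lists is unknown, and no part of the difference in peak number can be separated from it here. The lists also differed in their lowest width, 283 bp in MV4-11 and 330 bp in U937. The 10th percentile of MV4-11 widths was 330 bp, so its narrowest peaks had no counterpart of like width in U937. For peaks of at least 400 bp the ratio of peak numbers was 1.54.

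Shared occupancy was wide but unequal. Of the U937 peaks on chromosomes 1 to 22 and X, 14914 of 21737 overlapped an MV4-11 peak by at least 1 bp, or 68.6% (68.0 to 69.2). Of the MV4-11 peaks, 14682 of 36356 overlapped a U937 peak, or 40.4% (39.9 to 40.9). When the U937 peaks were placed at random within their chromosomes 100 times, the mean share was 2.92% (SD 0.125) for U937 and the observed share was 23.5 times higher. The corresponding mean for MV4-11 was 1.79% (SD 0.0790), and the observed share was 22.5 times higher. Promoter peaks were shared most often. In U937 87.9% of promoter peaks (87.3 to 88.6) overlapped an MV4-11 peak, against 49.9% of intronic peaks (48.6 to 51.3). In MV4-11 64.5% of promoter peaks (63.7 to 65.3) overlapped a U937 peak, against 25.2% of intronic peaks (24.3 to 26.0). Wide peaks were shared more often than narrow ones. With the peaks of each line divided into 5 equal classes by width, the narrowest MV4-11 class was shared in 12.3% of cases and the widest in 79.3%. The same shares in U937 were 38.4% and 93.2%. Placing promoter peaks among promoters and other peaks elsewhere lowered the excess to 4.33 times in MV4-11 and 3.61 times in U937, and an equally long random sample of MV4-11 peaks met only 41.6% of U937 peaks.

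ZNF217 lay close to protein-coding promoters in both lines. The midpoint of 37.2% of MV4-11 peaks (36.7 to 37.7) and of 46.5% of U937 peaks (45.9 to 47.2) was within 1 kb of a transcription start site (TSS). Random placement gave 5.69% in MV4-11 and 5.44% in U937. Peaks found in both lines were the most promoter-rich, with 59.4% at promoters counted on MV4-11 peaks and 59.6% counted on U937 peaks. Peaks found in MV4-11 alone had 22.1% at promoters (21.6 to 22.7), 35.8% in introns and 35.5% between genes. Peaks found in U937 alone had 17.9% at promoters (16.99 to 18.81), 38.8% in introns and 38.7% between genes. When the widest 21737 peaks of each line were compared, the order of the lines turned, with 47.9% at promoters in MV4-11 and 46.5% in U937, but promoter peaks were wider than others, so this choice raises the share by itself. With 1 TSS per gene, the share of all MV4-11 peaks fell to 24.0%. The share of MV4-11-only peaks was 9.67% with 1 TSS per gene and 38.5% within 3 kb. That of U937-only peaks was 8.08% and 29.8%. Shared peaks stayed the most promoter-rich at both settings, with 45.1% and 67.9% counted on MV4-11 peaks and 45.1% and 68.3% on U937 peaks.

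**Figure D1:**
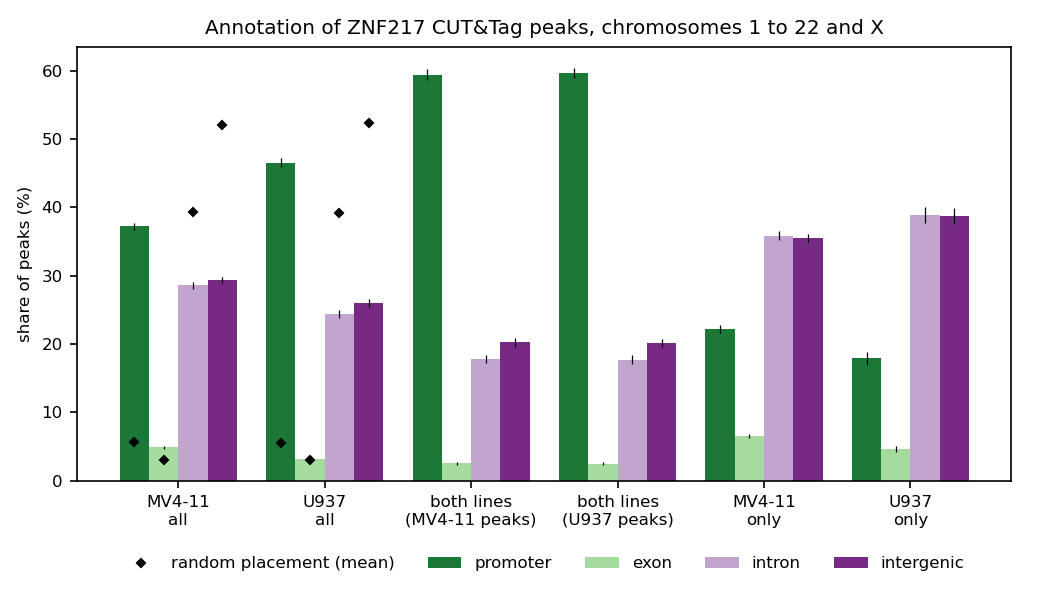
Bars give the share of ZNF217 peaks (%, vertical axis) whose midpoint was annotated as promoter, exon, intron or intergenic, for all peaks of each line, for peaks in both lines (counted on each line's peaks) and for peaks of 1 line only. Vertical lines are 95% Wilson intervals and diamonds are means of 100 random placements, and the promoter bars of the shared peaks stand near 59%, above those of the peaks of 1 line only.

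At the gene level, 11779 of 19970 protein-coding genes had a ZNF217 peak in a promoter window in MV4-11 and 10091 in U937. The promoters of 9472 genes were occupied in both lines, those of 2307 genes in MV4-11 only, those of 619 genes in U937 only, and 7572 genes had none in either, for an odds ratio of 50.2. Among the U937 genes, 93.9% also had a promoter peak in MV4-11. With the widest 21737 peaks of each line, the genes occupied in U937 only rose to 1261 and those in MV4-11 only became 1551.

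All 5 proposed circuit factors had a promoter peak in both lines, but the study chose them, partly on CUT&Tag in MV4-11, so their count is not independent evidence of occupancy. ZNF217 was nearest to 15 MV4-11 and 7 U937 peaks, and 3 of the MV4-11 peaks were shared. ELF1, an ETS factor, carried a promoter peak of 1935 bp in MV4-11 and of 1996 bp in U937, which both ended at position 41062086 of chromosome 13. MEF2D, a MADS-box factor, carried wide promoter peaks in MV4-11 (6190 and 5863 bp) and narrower ones in U937 (2603 and 2624 bp). RUNX2 carried 1 promoter peak of 2220 bp in MV4-11 and 2 of 696 and 675 bp in U937. FOXP1, a forkhead factor, was nearest to 12 MV4-11 and 5 U937 peaks, and its widest promoter peaks spanned 3028 bp in MV4-11 and 3250 bp in U937. RUNX1, a master regulator of blood formation, was nearest to 29 peaks in MV4-11 and 18 in U937, and 11 MV4-11 peaks were shared. MYC was nearest to 7 and 3 peaks, and both U937 promoter peaks (1520 and 1884 bp) overlapped MV4-11 peaks (1673 and 2400 bp).

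The other candidate circuit factors followed a similar course, and they too came from the study. RREB1, RARA, ZBTB7A, CIC, ETV6, JUNB and IRF1 had promoter peaks in both lines, and ERG, an ETS factor, had 1 in U937 only (589 bp, from 38660833 to 38661422 on chromosome 21). RREB1 was nearest to 22 MV4-11 and 8 U937 peaks. RARA, the retinoic acid receptor, was nearest to 13 and 12 peaks, and its widest MV4-11 promoter peak spanned 8470 bp. ZBTB7A was nearest to more peaks in U937 (9) than in MV4-11 (5). CIC was nearest to 12 and 7 peaks, ETV6 to 15 and 8, and IRF1 to 14 and 5. The JUNB promoter lay under a 6351 bp peak in MV4-11 and a 2536 bp peak in U937.

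Of the 5 genes that the study named as responding to ZNF217 knockout, again not an independent choice, MYB, HSPD1 and CHI3L1 had promoter peaks in both lines. ZNF117 had a single 383 bp promoter peak in MV4-11 and none in U937, and CD36, a scavenger receptor of monocytes, had none in either line. The HSPD1 promoter, shared with the HSPE1 chaperonin gene, lay under peaks of 1838 bp in MV4-11 and 1754 bp in U937. CHI3L1, a secreted chitinase-like protein, lay under peaks of 576 and 417 bp. The partner and corepressor genes were occupied almost without exception. LDB1, RCOR1, KDM1A, HDAC1, HDAC2, CTBP1, EZH2, KDM5B, LMO2 and LYL1 had promoter peaks in both lines, and CTBP2 had them in MV4-11 only (677 and 2003 bp). LDB1, the adaptor of the LMO2 complex, carried promoter peaks of 2991 bp in MV4-11 and 2527 bp in U937. LYL1 was nearest to 10 MV4-11 and 3 U937 peaks, and LMO2 to 8 and 6. The catalytic subunits were simpler, with 1 promoter peak per line at HDAC1 (1238 and 1318 bp), HDAC2 (1627 and 1745 bp), EZH2 (2452 and 1556 bp) and KDM1A (539 and 796 bp). RCOR1 carried 1 promoter peak in each line, CTBP1 a widest peak of 2432 and 3795 bp, and KDM5B a widest peak of 628 and 1548 bp. Of these 31 genes, 27 had promoter peaks in both lines, and 22 did so when 1 TSS per gene was used.

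At its own locus on chromosome 20, ZNF217 occupied 1 wide region in both lines. It ran from 53591972 to 53594864 in MV4-11 (2892 bp) and from 53592343 to 53594730 in U937 (2387 bp). The region lay inside the gene, 16.5 kb from its 5′ end in MV4-11 and 16.4 kb in U937, and the midpoints were 421 and 303 bp from an internal TSS at 53593839. At the 5′ end the lines had separate narrow peaks, from 53609596 to 53609883 in MV4-11 and from 53608384 to 53608927 in U937. The MV4-11 peak, of 287 bp, was narrower than any peak in the U937 list (lowest width 330 bp). A shared upstream region began with a 1334 bp MV4-11 peak, from 53642310 to 53643644, 33.1 kb from the 5′ end. In the 363 kb window from 20 kb beyond the gene to 300 kb upstream, MV4-11 had 24 peaks and U937 had 15, with 6 of each shared. Among 1000 random windows of that length on the genome, these counts stood at percentile 96.6 and 96.9. Among windows placed around other TSSs, they stood at percentile 84.1 and 85.8. The MV4-11 count was 14 for peaks of at least 400 bp and 6 among its widest 21737 peaks, and the U937 count was 9 for peaks of at least 400 bp.

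At MYB, a proto-oncogene of blood progenitors, the promoter was occupied in both lines. The MV4-11 peak ran from 135180467 to 135182797 on chromosome 6 (2330 bp) and the U937 peak from 135180486 to 135183990 (3504 bp). The MV4-11 list held 13 peaks in the 470 kb window from 150 kb upstream to 320 kb downstream, and the U937 list held 6. Among random windows the counts stood at percentile 86.8 and 81.7, and among TSS windows at 62.5 and 52.7. Within and just past the gene, MV4-11 had separate peaks up to 41.5 kb from the 5′ end, and U937 had 1, at 26.9 kb. These MV4-11 peaks included some of 291 and 307 bp, narrower than any peak in the U937 list (lowest width 330 bp). Farther downstream the lines had no peak in common before the AHI1 promoter. U937 had peaks at 66.6 and 69.5 kb, and MV4-11 at 87.4 and 125.4 kb. The neighbouring promoters of HBS1L, with peaks of 728 and 1008 bp, and AHI1, with peaks of 1263 and 675 bp, were occupied in both lines. For peaks of at least 400 bp the MV4-11 count was 6, and among its widest 21737 peaks it was 4.

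**Figure D2:**
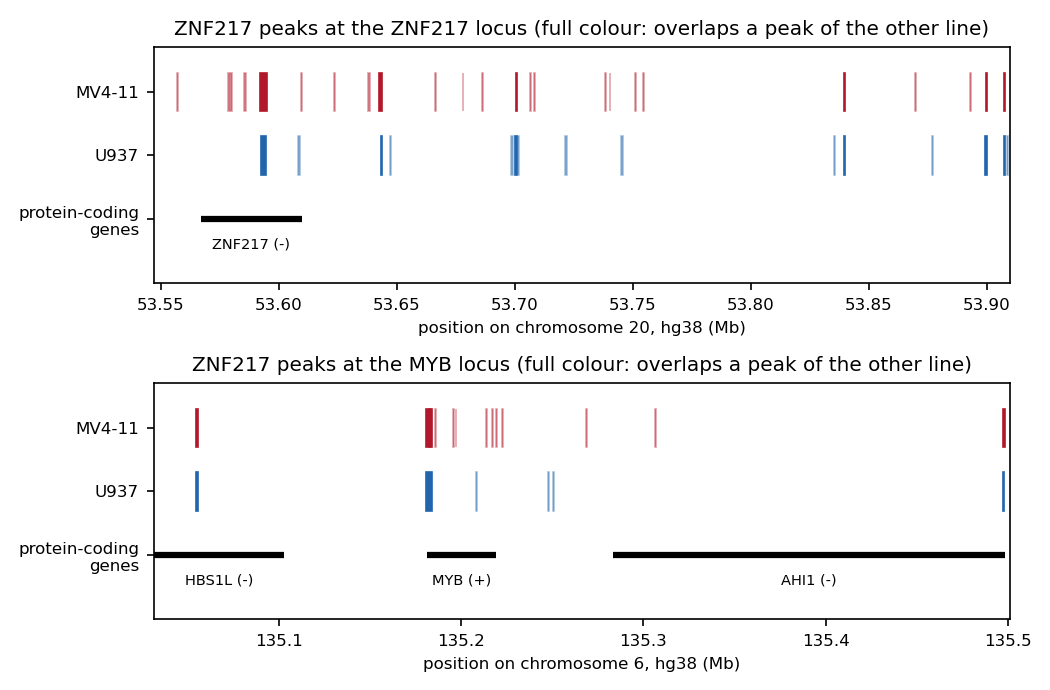
Vertical marks show ZNF217 peaks of MV4-11 and U937 along the windows around ZNF217 (chromosome 20) and MYB (chromosome 6), with position on hg38 in Mb on the horizontal axis and protein-coding genes as black bars with their strand. Full colour means that the peak overlaps a peak of the other line, pale means that it does not, and narrow peaks are drawn at a minimum line width; the wide marks at the internal ZNF217 start and at the MYB promoter are shared.

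Growth genes were occupied at nearly every promoter. Among the 26 gene lists, 10 in each line lay above the central 95% of 10000 random lists of the same size, and 7 in MV4-11 and 6 in U937 lay below it. The random lists were drawn from all protein-coding genes and were not matched on expression. A call above or below their range therefore cannot tell ZNF217 occupancy from signal found at active promoters in general. The IgG libraries, which would give that background, were not analysed. All 25 MYC-linked growth genes, among them NPM1 and NCL, which encode nucleolar proteins, had promoter peaks in both lines. Of 84 ribosomal protein genes, 83 were occupied in MV4-11 and 81 in U937, with RPL10 and RPL10A in both, RPL3L and RPS4X in MV4-11 only, and RPL10L, a testis paralog, in neither. Mitochondrial ribosomal proteins reached 75 and 71 of 78, with MRPL1 and MRPL10 in both, MRPL22 in U937 only, MRPL27 in MV4-11 only, and MRPL45 and MRPS18A in neither. Proteasome genes reached 45 and 43 of 48, with PSMA1 and PSMA2 in both, PSMB9 and PSMC1 in MV4-11 only, and the testis-specific PSMA8 and thymus-specific PSMB11 in neither. Respiratory chain subunits reached 58 and 54 of 59, with COX4I1 and COX5A in both and COX7B and NDUFA10 in MV4-11 only. Replication and cell cycle genes reached 26 of 27 in each line, with the helicase genes MCM2 and MCM3 in both and the mitotic kinase gene BUB1 in neither. Each of these 6 lists stood above its random range in both lines.

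Transcription factors of the myeloid lineage formed a second occupied group. Of 17 such genes, 16 were occupied in MV4-11 (percentile 99.9 of random lists) and 15 in U937 (percentile 99.9). SPI1 and CEBPB had promoter peaks in both lines, and CEBPA and CEBPD in MV4-11 only. The ZNF217 partner genes stood above their random range in both lines, at 100% in MV4-11 and 90.9% in U937. The circuit factors, with 5 of 5 in each line, did not pass it, because it reached 100% for a list of 5 genes. The other candidates passed it in U937, with 8 of 8, but not in MV4-11, with 7 of 8, a difference of 1 gene. The knockout-responsive genes, with 4 of 5 and 3 of 5, stood inside it. The leukemic stem cell program had 13 of 16 members in MV4-11 and 12 in U937, at percentile 96.7 and 97.4, both inside the range. HOXA9 and HOXA10 were occupied in both lines, HOXA7 in U937 only, the receptor gene FLT3 in MV4-11 only, and HOXA5 and HMGA2 in neither. Inflammatory and NF-kB genes were occupied in 19 of 22 cases in MV4-11 (percentile 99.7) and 15 in U937 (percentile 95.2). NFKB1 and NFKB2 had promoter peaks in both lines, the cytokine genes TNF and IL1B in MV4-11 only, and IL1A and CXCL8 in neither. The MV4-11 call for this list ended with the widest 21737 peaks of each line, at percentile 93.6.

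Lineage genes of other cells and the HOX clusters were occupied less often than random lists. In each line 11 of 39 HOX genes had a promoter peak, with HOXA10 in both, HOXA3 and HOXA7 in U937 only, and HOXA2 and HOXA4 in neither. Erythroid and megakaryocyte markers had 5 of 19 members in MV4-11 and 2 in U937. EPOR and NFE2 were occupied in both lines, KLF1 and TAL1 in MV4-11 only, and GATA1 and HBA1 in neither. Hepatocyte markers had 3 of 18 and 2 of 18, with APOA1 in MV4-11 only, APOB in U937 only, and ALB and APOA2 in neither. Olfactory receptor genes had 2 of 400 in each line, OR1I1 being occupied in MV4-11 only, OR11L1 in U937 only and OR10A2 in neither. Keratin genes had 6 and 3 of 149, with KRT80 in both lines, KRT35 in MV4-11 only, KRT7 in U937 only and KRT1 in neither. All 5 of these lists lay below the range in both lines. T-cell markers lay below it in U937, with 2 of 17, but not in MV4-11, with 6 of 17. CD4 was occupied in both lines, CD8A and TCF7 in MV4-11 only, and CD3D and CD3E in neither. MHC class II genes (3 of 12 in each line) and neuron markers (5 of 18 in each line) lay below the range in MV4-11 but not in U937, and the MV4-11 call for MHC class II was lost against lists matched on promoter GC content (percentile 10.3) and with the widest 21737 peaks (percentile 3.21). The MHC class II count leaves out alternate sequences of the histocompatibility region, which held 311 MV4-11 and 267 U937 peaks. CD74 and CIITA, the master regulator of MHC class II, were occupied in both lines and HLA-DMB in neither. GAD1 and SLC17A7 were occupied in both lines, NEUROD2 in MV4-11 only, SYN1 in U937 only and SNAP25 in neither. Near the level of random lists stood B-cell markers, with 7 and 5 of 15 (CD79A and PAX5 in both, IGLL1 in MV4-11 only, MS4A1 in neither), and interferon response genes, with 12 and 11 of 19 (ISG15 and MX1 in both, OAS2 in MV4-11 only, IFIT1 and IFIT2 in neither). The C2H2 zinc finger genes, with 300 and 261 of 508, also stood there. ZNF101 and ZNF106 had promoter peaks in both lines, ZNF100 in U937 only and ZNF10 in neither.

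**Figure D3:**
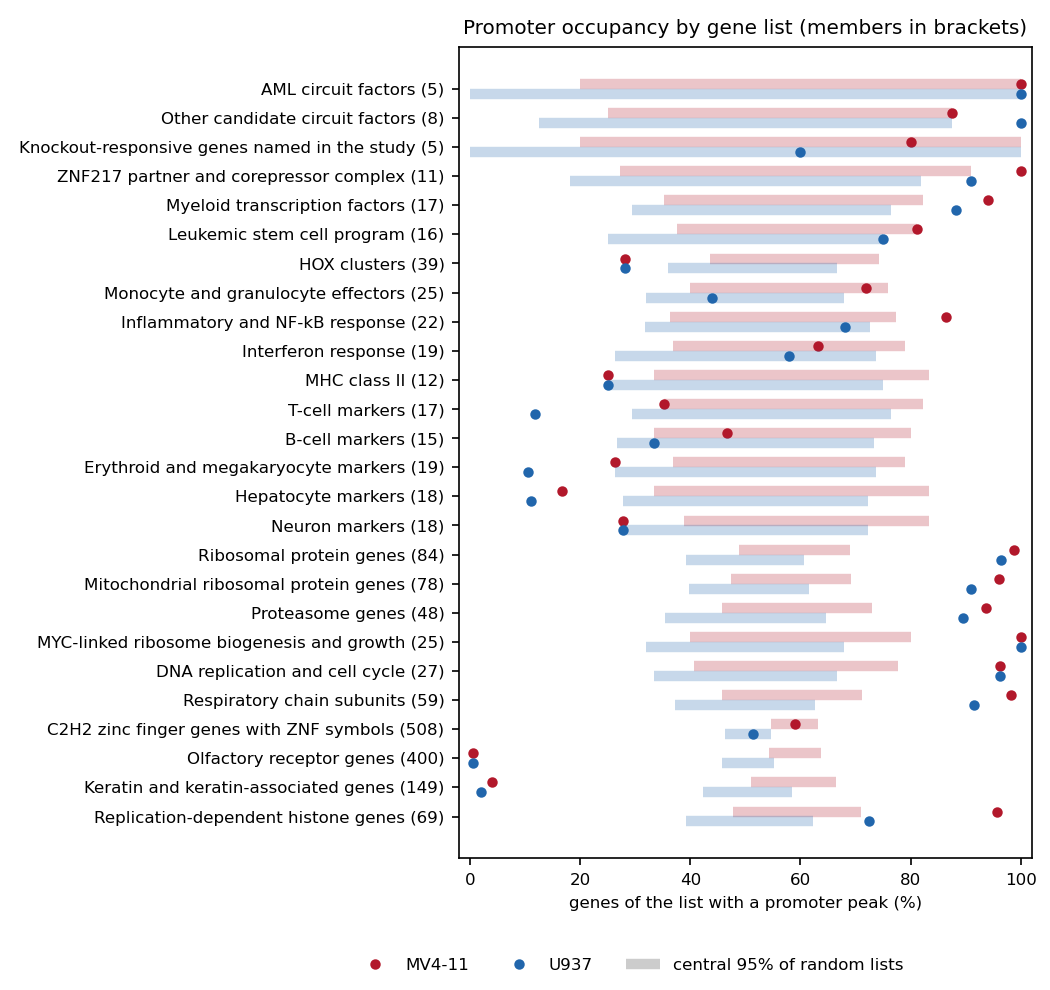
Points give the percentage of each list's genes with a promoter peak (horizontal axis) in MV4-11 and U937, and shaded bars give the central 95% of 10000 random gene lists of the same size; brackets hold the number of members. Growth lists sit at the right in both lines, and the olfactory receptor and keratin lists sit near 0.

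Histone genes and myeloid effectors were the lists whose difference between the lines lay above that of random lists. Replication-dependent histone genes, which package DNA in S phase, were occupied in 66 of 69 cases in MV4-11 (95.7%, exact interval 87.8 to 99.1) and in 50 in U937 (72.5%, 60.4 to 82.5). The difference of 23.2 percentage points stood at percentile 99.9 of random lists, and peaks in the 10 Mb on each side of the chromosome 6 histone genes had a ratio between the lines 1.06 times that of the genome (0.879 to 1.29). In each line alone the histone list also stood above its random range. H1-2 and H1-3 had promoter peaks in both lines, H1-1 and H1-5 in MV4-11 only, and H2AC1 and H2BC1 in neither. Monocyte and granulocyte effectors were occupied in 18 of 25 cases in MV4-11 (72%, 50.6 to 87.9) and 11 in U937 (44%, 24.4 to 65.1). This difference of 28 points stood at percentile 99.2. The surface receptor gene CD33 was occupied in both lines. CD14, the lipopolysaccharide co-receptor, CSF2RA, a growth factor receptor subunit, and MPO and ELANE, which encode granule enzymes, were occupied in MV4-11 only, and CSF3R in neither. S100A9 and TLR4 went the other way, with promoter peaks in U937 only. The T-cell markers differed by 23.5 points at percentile 93.9, inside the range, while with the widest 21737 peaks U937 had the higher share (11.8% against 5.88%). The differences of 0 and 2.01 points for olfactory receptor and keratin genes, below the random range, only restate how few of them were occupied. With the widest 21737 peaks of each line, the histone difference stayed above the range (91.3% against 72.5%) and the effector difference fell inside it (60% against 44%).

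The genes with the most peaks differed between the lines. Among genes to which no U937 peak was nearest within 100 kb, ATP10A, a lipid flippase gene, had the most MV4-11 peaks (19, with 14333 bp in all). MSI2, an RNA-binding protein of blood stem cells, followed with 14, and NKD2, a WNT antagonist, and NFIX, a nuclear factor I family gene, with 13 each. GPR3, LAMP5, RIPOR3 and DAGLA had 11 each, and LINGO1 and C1orf127 had 10. In the reverse direction, CD69, an early activation marker, had 8 U937 peaks, DLK1, a NOTCH-related ligand, had 7, and PLIN2, a lipid droplet protein, had 6. ASB2, a ubiquitin ligase subunit, had 5, and TMEM163, TEX51, PACSIN3, TMEM38A, ZNF281 and WHRN had 4 each. The promoter windows of PACSIN3 and TMEM38A were nonetheless touched by MV4-11 peaks that lay nearer to another gene. Shared peaks gathered at ZMIZ1, a transcriptional coregulator, with 21, and at CCDC200 with 19. DENND3 had 16, RXRA, the partner of the retinoic acid receptor, had 14, and SEPTIN9 had 13. ZFP36L2, BAHCC1, RASA3 and ADAP1 had 12 each. In all, 2998 genes had MV4-11 peaks alone, 1124 had U937 peaks alone and 9634 had peaks of both lines.

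In the central 300 bp of shared peaks, 8 of 16 motifs exceeded their controls at promoters, and ETS, PU.1, RUNX, SP/KLF and the MYC E-box also did so at distal peaks. At shared promoter peaks the ETS motif was present in 5.87% of windows against 0.516% of random windows of like GC content on the same chromosome, a ratio of 11.4. The YY1 motif (3.12% against 0.275%, ratio 11.3) and the NRF1 motif (1.54% against 0.160%, ratio 9.57) were similarly concentrated, and the SP/KLF motif was the most frequent (28.6% against 17.02%). RUNX and PU.1 had lower ratios there (1.57 and 2.46). At shared distal peaks the AP-1 motif was present in 12.3% against 4.30%, RUNX in 5.44% against 1.76%, PU.1 in 2.92% against 0.554%, and CEBP in 0.487% against 0.0839%. The CTCF motif, which marks insulators, had the highest ratio of the 16 motifs there (2.06% against 0.235%, ratio 8.79), and the ratios of ETS and SP/KLF were 2.52 and 1.52. Promoter and distal peaks were not tested against each other. In the distal peaks of 1 line only, RUNX was present in 5.94% of MV4-11 windows against 2.23% of controls, and in 3.12% of U937 windows against 1.999%. CTCF was present in 1.84% of MV4-11 windows against 0.190%, and in 0.857% of U937 windows against 0.357%. AP-1 was present in 11.7% of U937 windows against 5.14%, and in 7.62% of MV4-11 windows against 4.59%. FOX exceeded its control in U937-only distal peaks (6.78% against 5.25%) but not in MV4-11-only distal peaks (5.61% against 5.48%), and these motif differences between the lines were not themselves tested.

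The motif taken for ZNF217 itself was only slightly more frequent than in control windows. Over all MV4-11 peaks it was present in 13.3% (13.0 to 13.7) against 11.4%, and over all U937 peaks in 11.5% (11.1 to 11.9) against 11.1%, where the intervals overlapped. At shared distal peaks it reached 15.7% against 12.7%, and at shared promoter peaks it did not exceed its control (7.43% against 7.74%). The MEF2 motif overlapped its control in every group of peaks tested. Of 16 motifs, 14 exceeded control windows over all MV4-11 peaks and 11 over all U937 peaks, and none was below. Against windows 5 kb downstream, which are not matched on GC content, the MV4-11 ratio turned to 0.938 for ZNF217 and 0.667 for GATA, IRF no longer exceeded its control in either line (1.23 in MV4-11 and 0.641 in U937), and neither did RUNX in U937 (0.927). FOX and MEF2 fell below these windows in both lines, and GATA and ZNF217 did so in U937. With the whole peak scanned, MEF2 exceeded its matched control in both lines and MYB did so in U937. ZNF217 fell below its whole-peak control in U937 (0.958). For shared and line-only peaks, these alternatives pooled promoter and distal peaks. In shared peaks the ZNF217 motif fell below the downstream windows (10.8% against 13.9%, ratio 0.774) and overlapped its whole-peak control (0.983). In MV4-11-only peaks it overlapped the downstream windows (1.05) and exceeded its whole-peak control (1.09). In U937-only peaks it fell below the downstream windows (0.821) and overlapped its whole-peak control (0.985). RUNX overlapped the downstream windows in shared (1.08) and U937-only peaks (0.823) and exceeded them in MV4-11-only peaks (1.92). With the whole peak, RUNX exceeded its control in shared (1.56) and MV4-11-only peaks (2.11) but not in U937-only peaks (1.16). FOX in U937-only peaks fell below the downstream windows (0.685) and overlapped its whole-peak control (1.08).

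**Figure D4:**
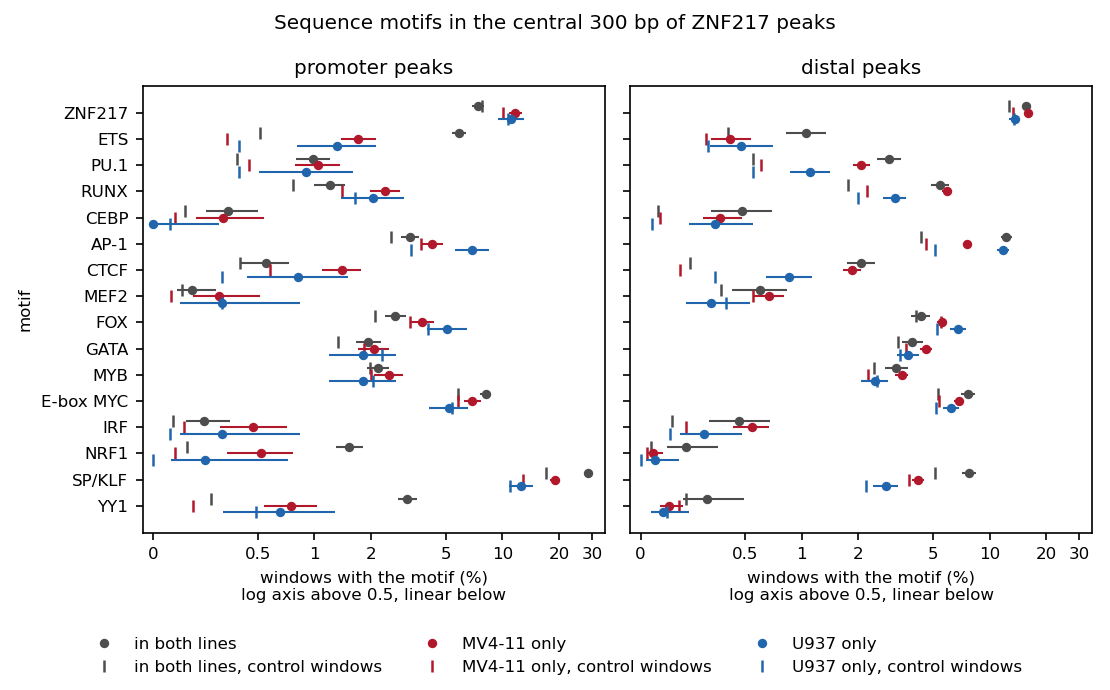
Points give the percentage of 300 bp peak windows with each motif (horizontal axis, logarithmic above 0.5% and linear below) with 95% Wilson intervals, for promoter peaks at left and distal peaks at right, in peaks of both lines, of MV4-11 only and of U937 only. Vertical ticks give the GC-matched control windows; ETS, YY1 and NRF1 stand far right of their ticks at shared promoters, and AP-1, RUNX, PU.1 and CTCF do so at shared distal peaks.

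MV4-11 had more peaks than U937 on all 23 chromosomes compared, but not evenly. Chromosome 19, which is rich in genes and zinc finger clusters, had 3710 MV4-11 and 1692 U937 peaks, a ratio 1.31 times that of the genome (1.24 to 1.39). Chromosome 22 stood at 1.21 (1.098 to 1.338) and chromosome 9 at 1.11 (1.017 to 1.204). Chromosome 13 was lowest, with 565 and 458 peaks and 0.738 times the genome's ratio (0.651 to 0.836). Chromosomes 18 (0.819), 4 (0.828), 10 (0.873), 20 (0.902), 1 (0.905) and 3 (0.915) also had intervals below 1. Within bins of like GC content the chromosome 19 ratio over the other chromosomes was 1.39 (1.31 to 1.47). Of its 10 Mb segments, 5 lay above the other chromosomes, and the segment from 20 to 30 Mb, with 45 and 33 peaks, stood at 0.857 (0.535 to 1.39). This last interval is too broad to exclude a modest gain, and copy number was not measured. Extra copies of chromosome 19 in MV4-11 therefore cannot be told apart from more occupied sites. For peaks of at least 400 bp, chromosome 3 was no longer below the genome's ratio (0.942) and chromosome 2 was (0.917).

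**Figure D5:**
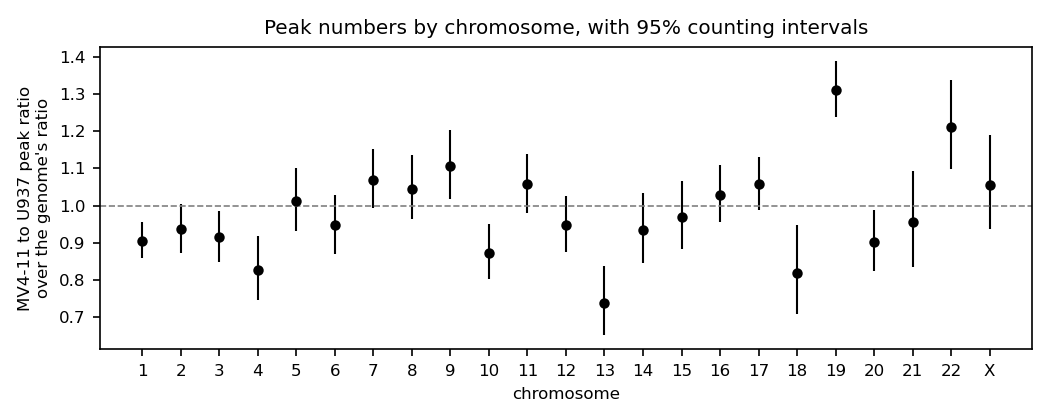
Points give the MV4-11 to U937 ratio of peak numbers on each chromosome divided by the genome's ratio (vertical axis), with 95% exact counting intervals as vertical lines. The intervals of chromosomes 19, 22 and 9 lie wholly above the dashed line at 1, and those of 7 chromosomes lie wholly below it.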

Values the study reported

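The study located a super-enhancer associated with ZNF217 at chr20:53592377-53594956. It reported 1,285 differentially expressed genes after ZNF217 knockout in U937 cells, 873 of them upregulated and 412 downregulated. For MV4-11 cells it reported 1,433 such genes, with 909 upregulated and 524 downregulated. MYB ranked 7th by P value among the genes that went down in U937.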

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

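All counts in this part come from sequences that the comparisons above leave out, apart from those of peak numbers and widths. Looking at the ribosomal DNA was chosen after the peak positions had been seen. Peaks on alternate haplotype sequences numbered 1106 in MV4-11 and 685 in U937. They stood out because the comparisons by gene and chromosome do not use these sequences, and 311 of them in MV4-11 and 267 in U937 belonged to the major histocompatibility region. Unplaced or unlocalised sequences held 90 MV4-11 and 77 U937 peaks. Of these, 40 MV4-11 and 24 U937 peaks lay on a pair of sequences that carry 5.8S ribosomal RNA genes.

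ZNF217 signal on ribosomal DNA differed in extent between the lines. On the unlocalised chromosome 22 sequence, MV4-11 peaks covered 39.9 kb, or 22.2% of it, and U937 peaks covered 13.4 kb, or 7.44%. On the unplaced sequence, MV4-11 peaks covered 39.8 kb (24.6%) and U937 peaks 10.2 kb (6.31%). All 4 annotated 5.8S genes lay inside MV4-11 peaks and 0 lay inside U937 peaks. The IgG libraries would give the background at these repeated sequences and are not analysed here. The difference was not tested.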

How the results depend on the processing

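The alternatives were planned, except the count of named genes under the promoter, width and equal-length alternatives, which was added after the data were seen. Of 435 values recalculated, 352 stayed within tolerance, 51 moved, 11 became weaker, 19 became stronger and 2 reversed. The tolerance was 1.5 times for counts, the odds ratio and the excess over placement, the 95% interval for shares and for the ratio of peak numbers, and for tested values the same side of the random range or control, so values within it still differed. Leaving out peaks rich in soft-masked repeats, planned for shared peaks and for chromosomes, was not run, because the genome was given in upper case. With no score in the lists, width stood in for strength. Where a cause is not plain from how an alternative was built, the cause was not tested.

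The ratio of peak numbers fell to 1.62 after merging and 1.54 for peaks of at least 400 bp. Shared peaks made up 27.7% of MV4-11 and 46.3% of U937 at 50% reciprocal overlap, 42.7% and 70.7% within 500 bp, 45.0% and 70.7% for peaks of at least 400 bp, and 56.7% and 58.8% for the widest peaks at equal length. A random MV4-11 sample of equal length met 41.6% of U937 peaks. The excess over placement fell to 4.33 and 3.61 times when promoter and other peaks were placed within their class. Promoter shares in MV4-11 and U937 were 31.6% and 41.1% within 500 bp, 50.4% and 56.2% within 3 kb, 24.0% and 33.5% with 1 TSS per gene, and 42.3% and 51.2% for peaks of at least 400 bp, and the MV4-11 share was 47.9% at equal length. At equal length, 1261 genes were occupied in U937 only, 1 list stood above the random range of differences and 0 below, and GC-matched lists left 1 below. For peaks of at least 400 bp the ZNF217 window held 14 MV4-11 and 9 U937 peaks and the MYB window 6 MV4-11 peaks. At equal length these windows held 6 and 4 MV4-11 peaks. Against windows 5 kb downstream, which were not matched on GC content, the MV4-11 ratios reversed for ZNF217 (0.938) and GATA (0.667). Named genes with promoter peaks in both lines stayed at 27 of 31, except with 1 TSS per gene (22).

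Single lists also changed calls. The circuit factors rose above the random range against GC-matched lists in MV4-11 (percentile 98.8) and U937 (99.5), and the leukemic stem cell program did so in MV4-11 within 3 kb (98.5) and at equal length (99.1). Inflammatory genes in U937 rose above it against GC-matched lists (98.6) and within 3 kb (98.8), and neuron markers there fell below it against GC-matched lists (1.07). T-cell markers in MV4-11 fell below it at equal length.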

Other observations

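The cluster values that follow, the promoter share of the widest U937 peaks, and the comparison of effector promoters with lists matched on GC content, were chosen after the results had been seen. ZNF217 covered the HOXA cluster more fully in U937 than in MV4-11, with fewer but wider peaks. In U937 13 peaks covered 38.7 kb (36.1%) of the 107 kb cluster, and 8 of its 11 genes had a promoter peak. In MV4-11 16 peaks covered 18.8 kb (17.6%), and 6 genes had one. The HOXB cluster was the reverse, with 6 MV4-11 peaks, promoter peaks at HOXB3, HOXB4 and HOXB6, and 0 U937 peaks. HOXC held 7 MV4-11 peaks over 4.33 kb and 5 U937 peaks over 5.29 kb, with promoter peaks at 2 and 3 genes. HOXD, at 0 and 1, was almost bare in both lines.

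Some members of the effector list encode granule proteins, and they were not tested as a group. PRTN3 and MPO were nearest to 6 MV4-11 peaks each, ELANE to 4 and CTSG to 2, and no U937 peak was assigned to any of them. AZU1, which encodes another granule protein, had 5 MV4-11 peaks and 1 in U937, and LYZ, the lysozyme gene, had 0 in both lines. The receptor genes ITGAM, with 4 and 3 peaks, and CSF1R, with 8 and 3, were occupied at their promoters in both lines. The lines also differed at histone genes. The chromosome 6 histone region held 113 MV4-11 peaks over 121 kb and 50 U937 peaks over 54.8 kb, and 52 and 37 of its 55 histone genes had promoter peaks.

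The greater number of peaks in MV4-11 was not explained by split peaks. After peaks less than 500 bp apart were merged, the ratio was still 1.62. The lists also differed in lowest width, 283 bp in MV4-11 and 330 bp in U937, and for peaks of at least 400 bp the ratio was 1.54. A difference in depth or sensitivity cannot be told apart from more occupied sites, because the lists hold no read counts. The widest MV4-11 peaks, taken to the length of the U937 list, had a promoter share within 1.40 percentage points of U937, but this decides nothing, since the same choice in U937, the widest 12996 peaks, raised its share from 46.5% to 58.7%. A biological difference between the lines was not tested.

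The higher occupancy of monocyte and granulocyte effectors in MV4-11 was not explained by the GC content of their promoters, since the difference stood at percentile 99.8 of lists matched on it. The longer MV4-11 list could account for at least part of it. With lists of equal length, 60% of these genes were occupied in MV4-11 and 44% in U937, and the difference fell to percentile 97.1, inside the central 95% of random lists. The call ended because 3 fewer MV4-11 promoters were occupied among its widest peaks, and a difference of 16 points was left. Neighbouring genes under the same peaks were not tested for this list, and a biological cause was untested.

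For replication-dependent histone genes the longer MV4-11 list was not the whole explanation, since with lists of equal length the difference stood at percentile 100. Neighbouring genes under the same peaks were not the whole explanation either, since the 16 members occupied in MV4-11 only lay in 9 groups whose gene starts were at least 5 kb apart. Members did share groups, however, and the random lists drew genes singly. The percentile was not recalculated by group, so how far neighbouring genes raised it is not known. Extra copies of this part of chromosome 6 in MV4-11 cannot be told apart from occupancy. The ratio of peaks in the flanking 10 Mb on each side was 1.06 times that of the genome (0.879 to 1.29), and this interval is too broad to exclude a modest gain. A biological difference between the lines was not tested.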
